# Dose-Related Estrogen Effects on Gene Expression in Fetal Mouse Prostate Mesenchymal Cells

**DOI:** 10.1371/journal.pone.0048311

**Published:** 2012-10-29

**Authors:** Julia A. Taylor, Catherine A. Richter, Atsuko Suzuki, Hajime Watanabe, Taisen Iguchi, Kathryn R. Coser, Toshihiro Shioda, Frederick S. vom Saal

## Abstract

Developmental exposure of mouse fetuses to estrogens results in dose-dependent permanent effects on prostate morphology and function. Fetal prostatic mesenchyme cells express estrogen receptor alpha (ERα) and androgen receptors and convert stimuli from circulating estrogens and androgens into paracrine signaling to regulate epithelial cell proliferation and differentiation. To obtain mechanistic insight into the role of different doses of estradiol (E2) in regulating mesenchymal cells, we examined E2-induced transcriptomal changes in primary cultures of fetal mouse prostate mesenchymal cells. Urogenital sinus mesenchyme cells were obtained from male mouse fetuses at gestation day 17 and exposed to 10 pM, 100 pM or 100 nM E2 in the presence of a physiological concentration of dihydrotestosterone (0.69 nM) for four days. Gene ontology studies suggested that low doses of E2 (10 pM and 100 pM) induce genes involved in morphological tissue development and sterol biosynthesis but suppress genes involved in growth factor signaling. Genes involved in cell adhesion were enriched among both up-regulated and down-regulated genes. Genes showing inverted-U-shape dose responses (enhanced by E2 at 10 pM E2 but suppressed at 100 pM) were enriched in the glycolytic pathway. At the highest dose (100 nM), E2 induced genes enriched for cell adhesion, steroid hormone signaling and metabolism, cytokines and their receptors, cell-to-cell communication, Wnt signaling, and TGF- β signaling. These results suggest that prostate mesenchymal cells may regulate epithelial cells through direct cell contacts when estrogen level is low whereas secreted growth factors and cytokines might play significant roles when estrogen level is high.

## Introduction

The mouse prostate begins to differentiate from the urogenital sinus (UGS) at gestation day 17, soon after the onset of testosterone secretion by the fetal testes [1]–[2]. Prostate duct development is initiated by mesenchymal influences and results in the formation of epithelial cell outgrowths, or epithelial buds. This event is dependent on mesenchymal conversion of testosterone to 5α-dihydrotestosterone (DHT), which is a higher-affinity androgen receptor (AR) ligand [1], [3]. Androgen receptor gene (Ar) expression in prostatic mesenchyme is required for the continued normal growth and branching morphogenesis of epithelial ducts [4], [5]. Although differentiation of the prostate is androgen-dependent, there is now considerable evidence that estrogens act to modulate the activity of androgen in regulating prostate development. During development, the mouse and rat UGS mesenchyme expresses both Ar and estrogen receptor- α (Esr1). In contrast, epithelial cells exhibit little androgen binding at this time, and Ar expression in UGS epithelium is not required for differentiation [6], [7], [8]. Since the growth of epithelial cells requires signals from the UGS mesenchyme [9], and since fetal UGS epithelial cells do not express estrogen receptors (ER) [8], [10], proliferative responses of the epithelial compartment to estrogens have been presumed to be driven by stimuli from mesenchymal cells.

We and others have shown that prenatal exposure of male mouse fetuses to estradiol-17β (E2), estrogenic drugs such as diethylstilbestrol (DES) and ethinylestradiol, or industrial estrogenic chemicals such as bisphenol A (BPA), induce an increase in the number of developing prostatic glands and an increase in prostate gland size during fetal life due to basal epithelial cell hyperplasia [11], [12], [13]; there is also a permanent increase in prostatic AR [11]. However, effects of prenatal estrogen exposure do not follow a monotonic dose response [14], and effects on the developing prostate at high and low concentrations may be very different [11], [12], [13]. We recently reported that the exposure of primary culture fetal mouse prostate mesenchyme cells to E2 enhanced expression of both Ar and Esr1 [14] in a non-monotonic manner. In the present study, we sought to identify other estrogen-regulated genes in mesenchymal cells and to compare effects of low (physiological) and high (pharmacological) concentrations of E2 on gene expression while the concentration of DHT was held constant. We show here that gene expression is dose-dependent but that expression profiles differ at low and high doses.

## Materials And Methods

### Ethics Statement

All animal procedures were approved by the University of Missouri Animal Care and Use Committee (protocol number: 6489) and conformed to the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The program is fully accredited by the Association for Assessment & Accreditation of Laboratory Animal Care, International (AAALAC).

### Animals

CD-1 mice were purchased from Charles River Laboratories (Wilmington, MA) and maintained as an outbred stock at the University of Missouri. Animals were housed on corncob bedding in standard (11.5×7.5×5″) polypropylene cages. Water was purified by reverse osmosis and carbon filtration and provided in glass bottles *ad libitum*. Pregnant and lactating females were fed Purina 5008 chow, and otherwise were maintained on Purina 5001 chow. Rooms were maintained at 25±2°C under a 12∶12 L∶D cycle.

### Tissue collection, primary cell culture, and dosing

Timed-pregnant females were killed on gestation day (GD) 17 (mating = GD 0) by CO_2_ asphyxiation, and fetuses were removed from the uterine horns. The bladder and UGS were removed from male fetuses as previously described [8], [11], and the prostatic region of the UGS was separated from the bladder at the bladder neck and the lower UGS just below the ejaculatory ducts. UGS tissue was disrupted by collagenase treatment as described [14]. Epithelial and mesenchymal cells in the suspension were separated by gravity, since the epithelial cells settle and the mesenchymal cells remain suspended. The composition of the two cell type fractions was confirmed by immunofluorescence staining of cytokeratins with mouse anti-pan-cytokeratin clone PCK-26 fluorescein isothiocyanate conjugate (Sigma), and co-staining with the mesenchymal cell marker vimentin with goat anti-vimentin (Sigma) and rabbit anti-goat Cy3 conjugate (Sigma) ([15], data not shown). For these studies, epithelial cells were discarded and the collected mesenchymal cells were cultured at 37°C under 5% CO_2_ in RPMI-1640 medium without phenol red (Gibco, Grand Island, NY), supplemented with 2 mM L-glutamine, 100 units penicillin G sodium/ml, 100 mg streptomycin sulfate/ml, and 0.25 mg fungizone/ml. 10% fetal bovine serum (FBS) (U.S. Bio-Technologies, Parkerford, PA) was added to this initial growth medium and was not stripped of endogenous steroid hormones. Cells were grown to 95% confluence (approximately 3–5 days), and then passaged by digestion with 0.05% trypsin in 0.53 mM EDTA (Gibco) for 5 min at room temperature.

First passage cells were used in these experiments and were seeded at 3.2×10^5^ cells/well in 35 mm dishes. Cells were seeded in complete RPMI medium with endogenous hormones removed by substituting 5% (v/v) charcoal-stripped FBS and 5% (v/v) charcoal-stripped horse serum (Sigma, St. Louis, MO) for the 10% whole FBS, and further supplementing with ITS supplement (Cambrex, Walkersville, MD), for final concentrations of 10 µg insulin/ml, 10 µg transferrin/ml, and 10 ng selenium/ml. This medium was further supplemented with 690 pM DHT (200 pg/ml). Cells were treated with DHT rather than testosterone for two reasons. First, we wanted to control E2 exposure, since the developing prostate expresses aromatase [16] and unlike testosterone, DHT is not aromatized to E2 [5]. Second, we aimed to control the androgen concentration due to the potential for these compounds to alter 5α-reductase activity [17]. Cells were maintained in estrogen-free medium for three days, with one medium change, before the start of estrogen treatment, and then treated with either low doses (10 pM and 100 pM) or a high dose (100 nM) of E2 [14], selected based on our previous work (14). Negative controls were treated with the treatment vehicle, 0.05% ethanol. Cells were treated for four days with daily medium changes, with three replicate samples per treatment. At the end of the treatment period the cells were washed once with PBS, and immediately lysed on ice in Trizol (Invitrogen, Carlsbad, CA).

### Microarray Analysis

Total RNA was isolated from the Trizol lysate and purified with the RNeasy Mini kit (Qiagen, Valencia, CA) according to the manufacturers' instructions, and RNA quality was checked on an Agilent Bioanalyzer (Agilent, Palo Alto, CA). The transcriptomal profiles were determined using Affymetrix mouse ST 1.0 or 430A microarrays. Scanned image data were converted into numerical tables using Affymetrix GeneChip Operating Software and Gene Expression Console. Data analysis and mining, including gene ontology enrichment analysis, were performed using GeneSifter server (Giospiza Inc., Seattle, WA) and Partek Genomics Suite (Partek Inc., St. Louis, MO). Microarray data were deposited in NCBI Gene Expression Omnibus (accession numbers GSE16854 and GSE36630).

### Quantitative PCR (qPCR) measurement of gene expression

To confirm the relative changes in gene expression induced by estradiol, we used a real-time quantitative reverse transcriptase-polymerase chain reaction (qPCR) approach for selected transcripts [18]. These data were previously reported elsewhere, compared with results for BPA treatment [19]; that article is attached here in Supporting Information. Fetal mouse UGS mesenchyme cells were treated *in vitro* for four days as described with either 100 nM 17β-estradiol or the ethanol vehicle (0.05%) alone; treatments were performed in triplicate wells within each experiment, and analyses were conducted on RNA preparations from three independent experiments. Total RNA was isolated with the RNAqueous kit (Ambion, Austin, TX) according to the manufacturer's instructions, and quantified by absorbance at 260 nm. Expression of specific mRNAs were measured by one-step real time Rt-PCR as described [20] using the TaqMan EZ RT-PCR kit (PE Applied Biosystems, Foster City, CA) on the ABI Prism 7700 Sequence Detection System (PE Applied Biosystems). Assays for each mRNA were carried out in duplicate. The primer/probe set for Ar was designed using Primer Express software (PE Applied Biosystems), as described [14]. Ar primers were synthesized by Invitrogen, and the Ar probe was synthesized by Applied Biosystems. The concentrations of Mn^2+^, probe and primers were optimized for the primer/probe set. Other analyses were performed using validated ABI Taqman Gene Expression assays (Applied Biosystems). Assays for each mRNA were carried out in duplicate. ABI Taqman Gene Expression assays used for specific transcripts were: Mm00433149_m1 (Esr1), Mm00432087_m1 (Bmp4), Mm00500361_m1 (Capn6), Mm00484157_m1 (Cyp7b1), Mm00840104_m1 (Sfrp4) and Mm00449036_m1 (Thbs2). These primers spanned *Esr1* exons 3–4, Bmp4 exons 2–3, Capn6 exons 2–3, Cyp7b1 exons 4–5, Sfrp4 exons 4–5 and Thbs2 exons 1–2.

The relative concentrations of specific mRNAs in each sample were normalized to total RNA per well, as described [20], [21]. Normalization to total RNA allowed for comparisons between independent experiments and provided a conservative estimate of relative amounts of mRNA. Differences between control and estradiol -treated cells were evaluated using the ANOVA GLM procedure in SAS. Comparisons of mean reciprocals for each dose relative to controls were made using the LS Means Test in SAS. The criterion for statistical significance was P≤0.05 (two-tailed).

## Results

### Microarray analysis of effects of low (10 pM and 100 pM) concentrations of E2 on gene expression in fetal mouse prostate cells

Exposure of the primary culture mouse prostate mesenchymal cells significantly affected expression of 628 genes (ANOVA, p<0.01, unadjusted). Benjamini-Hochberg correction of multiple testing eliminated these effects, reflecting the relatively low statistical power of the present analysis due to the limited numbers of samples in each group.

These 628 genes were subjected to hierarchical clustering, which classified them into seven groups, based on induction or suppression of gene activity and on relative sensitivity to E2 (Figure 1). The seven groups were categorized as: 1) E2-inducible, high sensitivity genes; 2) E2-inducible, moderate sensitivity genes; 3) E2-inducible, low sensitivity genes; 4) U-shaped dose-response genes; 5) E2-suppressible, high sensitivity genes; 6) E2-suppressible, low sensitivity genes; and 7) Inverted U-shaped dose-response genes. Gene Ontology (GO) analysis was performed on these groups of genes using g:Profiler [22], [23] and DAVID [24], [25].

**Figure 1:**
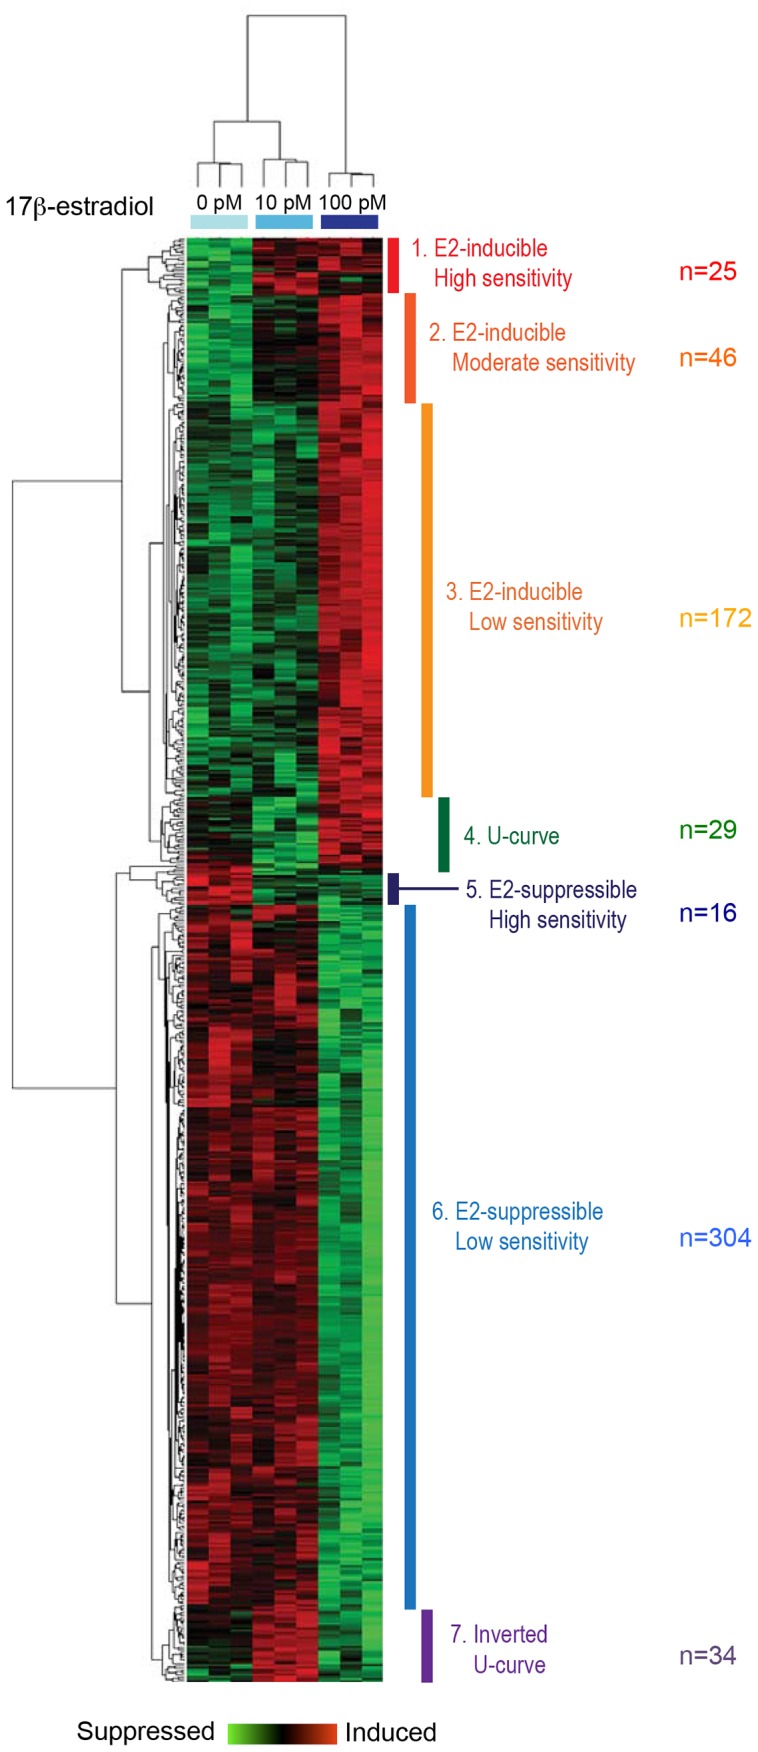
Cluster analysis of estrogen-responsive genes in fetal UGS mesenchyme cells after estrogen treatment with the two lower doses, showing strong separation of responses to control, 10 pM E2, and 100 pM E2 treatments. Based on clustering, genes were identified as falling into one of 7 groups that differed in their responses to low-dose E2.

Analysis of GO enrichment of E2 inducible genes (Figure 2) indicated effects on pathways for Cell Adhesion, EGF-like Calcium Binding, Sterol Biosynthesis, and Actin Filament & Cytoskeleton. Results for all E2-inducible genes, from groups 1, 2 and 3, were similar, and together suggested changes in cell adhesion, morphology, and sterol biosynthesis. Analysis of genes with a U-shaped dose response (Group 4, data not shown) did not yield specific GO/pathway effects. Analysis of E2- suppressible genes (Figure 3) indicated no specific pathway effects within the highly sensitive gene set (Group 5), but nor indicated significant effects within Group 6, the E2-suppressible, low sensitivity genes, on pathways related to extracellular matrix, Cell adhesion, EGF-like growth factor binding, IGF binding, Thyroglobulin, Thrombospondin, Ossification, and Somatomedin B. Overall, these pathways suggested changes in cell adhesion and reduced growth factor signaling.

**Figure 2:**
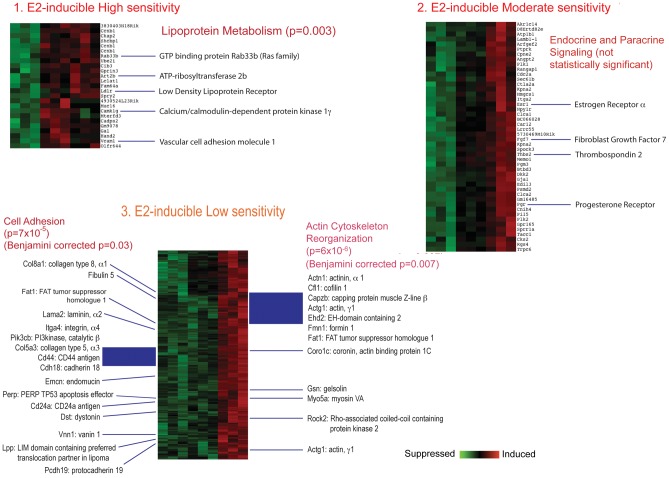
Detail of E2-inducible genes in groups identified by clustering analysis. Set 1: E2-inducible high sensitivity. Set 2: E2- inducible moderate sensitivity. Set 3: E2-inducible low sensitivity. Select genes of interest are highlighted. The figures show raw p values as well as, where indicated, Benjamini-Hochberg corrected p values.

**Figure 3:**
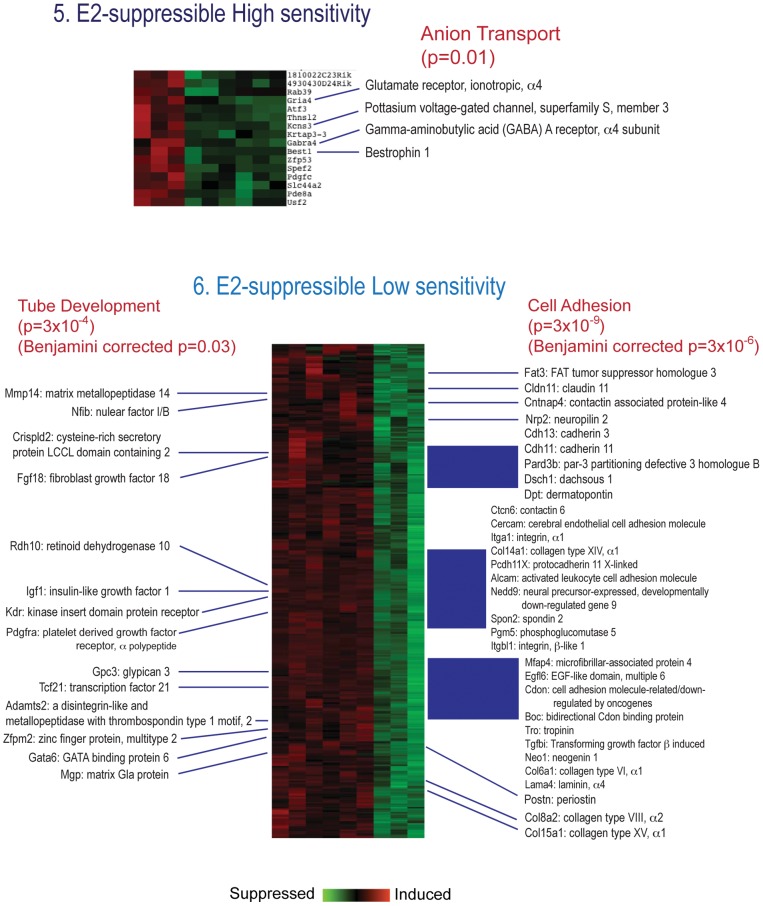
Detail of E2-suppressible genes in groups separated by clustering analysis. Set 5: E2-suppressible high sensitivity. Set 6: E2-suppressible low sensitivity. The figures show raw p values as well as, where indicated, Benjamini-Hochberg corrected p values.

For the 34 genes showing an inverted U-shape dose response (Figure 4A), pathway analysis strongly indicated effects on sugar metabolism. Synchronized changes in mRNA expression of key genes suggest enhancement of glycolysis by 10 pM E2 but significant suppression by 100 pM E2. (Figure 4B). Specific effects within the Glycolysis pathway are illustrated in Figure 5.

**Figure 4:**
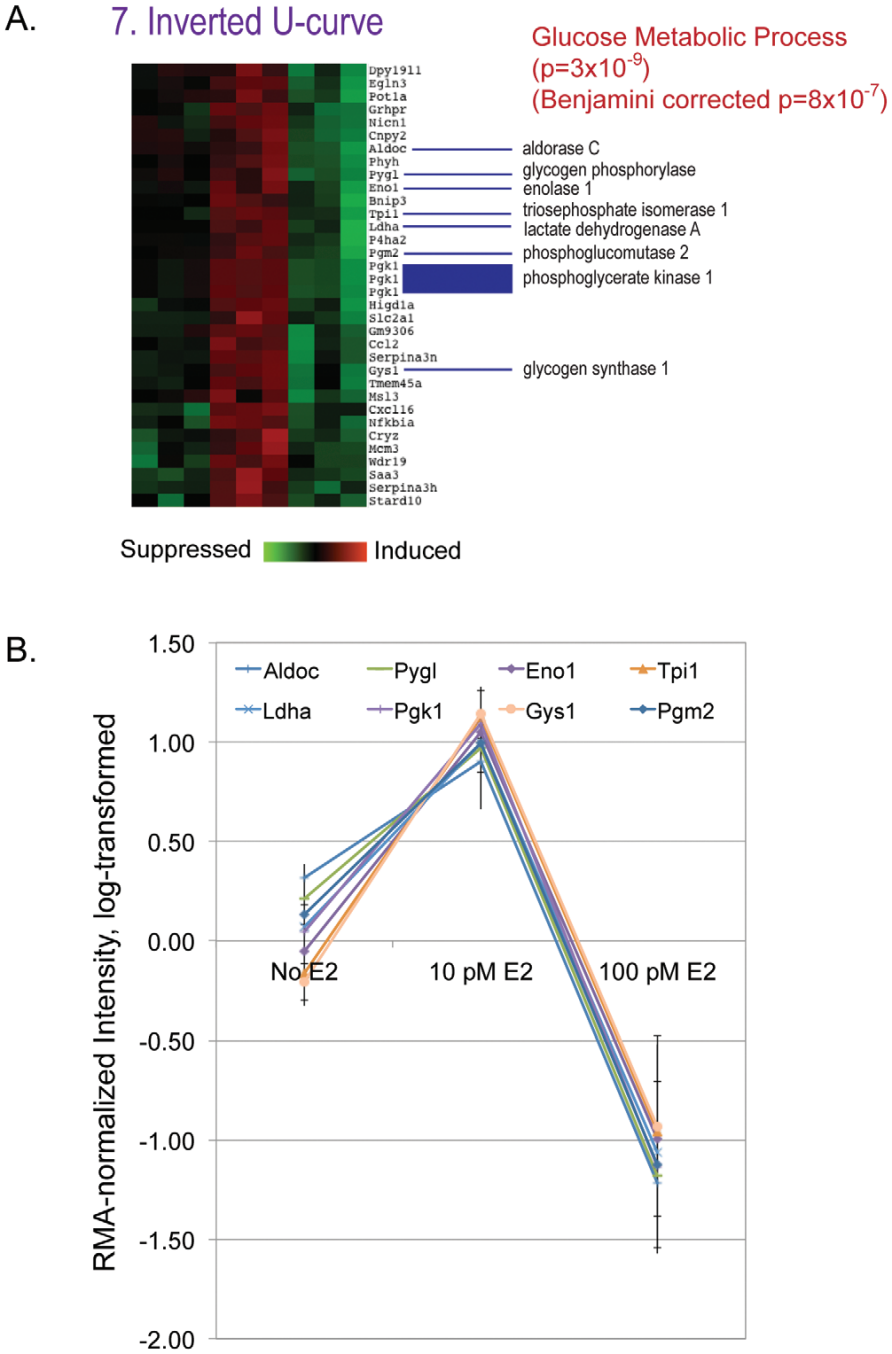
Detail of E2-suppressible genes in groups separated by clustering analysis. A) Set 7: Inverted U-curve. Both raw p values and Benjamini-Hochberg corrected p values are given. B) Genes identified as part of the glucose metabolic pathway in panel A depicted as relative values to illustrate the high association between dose and gene expression.

**Figure 5:**
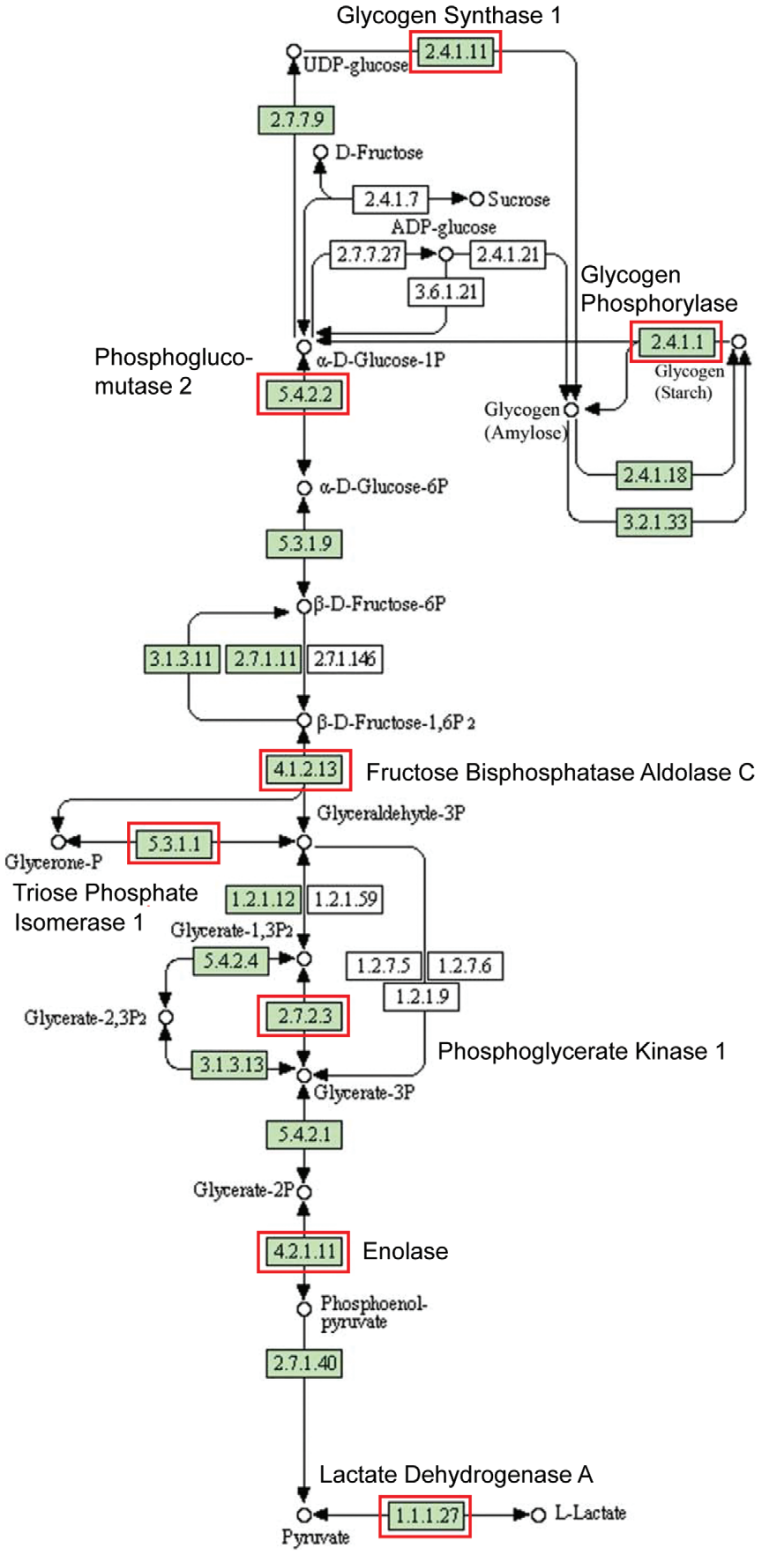
Glucose metabolism pathway. Highlighted genes (outlined in red) were influenced by lower dose estradiol treatment (10 pM and 100 pM) in an inverted U manner, suggesting enhancement of glycolysis by 10 pM E2 but suppression by 100 pM E2.

### Microarray analysis of effects of a high (100 nM) concentration of estradiol on gene expression in fetal mouse prostate cells

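Mesenchymal cells from the urogenital sinus of male CD-1 mouse fetuses, the embryonic tissue from which the prostate buds, were taken at gestation day 17 and used at first passage. They were kept for 3 days in estrogen-free medium with 690 pM DHT, an androgen that is not aromatized to estrogen, and then for 4 days with 100 nM E2 or with 0.05% ethanol, the vehicle. RNA from 3 samples of each group was hybridized to Affymetrix mouse 430A arrays, on which a probe set reads the transcripts it matches, of 1 gene or of several, as a fluorescence signal. The authors turned the scanned images into signal values with Affymetrix software, and its algorithm and scaling are not given in the sources used here. The deposited intensity values of 22690 probe sets were linear. The array medians were 17.1, 19.9 and 14.0 units in control replicates 1 to 3 and 18.1, 13.7 and 21.8 units in E2 replicates 1 to 3. Because the highest median was 1.59 times the lowest, each array was centered on its median before the log2 transformation. A mean of at least 10 units in control or in E2 kept 14223 probe sets, 8403 were below it in both groups, and 64 control probe sets of the array were left out. This filter used the values as deposited. Some probe sets therefore lie on the other side of 10 units by the centered means given here. E2 was compared with control by limma with a trend of the variance on signal, two-sided, with Benjamini-Hochberg adjustment over the probe sets kept, and a gene is given by its brightest probe set, the one with the highest mean log2 value. Differences are on the log2 scale, E2 minus control. Where 1 group lay below 10 units, the fitted difference rests on signal near background, and the ratio of the higher mean to 10 units is given beside it, as a bound on the fold only for genes that passed the test. The log2 values correlated at 0.934 to 0.960 between arrays of a group and at 0.922 to 0.950 between the groups. The signal of an 18S ribosomal RNA control probe set was 281 units in control replicate 3 and 288 units in E2 replicate 2, and 22.8 to 44.7 units on the other arrays. The number of arrays limits the precision, and the median standard error of a log2 difference was 0.21, or 0.14 at 100 units and above and 0.45 under 20 units. The paper states only that there were 3 replicate samples per treatment, so the p-values measure the spread between these samples, which may be technical if they did not come from separate cell preparations.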

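Dio2, the deiodinase that makes active thyroid hormone, rose from 16.9 ± 2.16 units (SD, n = 3) in control cells to 117 ± 10.3 units (SD, n = 3) in cells treated with 100 nM E2. Lpl, the lipoprotein lipase that releases fatty acids from triglycerides, rose from 41.8 ± 5.48 to 232 ± 24.7 units, and Htra1, a secreted serine protease, rose from 157 ± 24.7 to 387 ± 50.2 units (SD, n = 3 each). Lbp, the lipopolysaccharide-binding protein, fell from 388 ± 11.8 to 204 ± 8.52 units, and Gsta4, a glutathione transferase that clears products of lipid peroxidation, fell from 136 ± 14.2 to 76.0 ± 11.1 units (SD, n = 3 each). These are log2 differences of 2.79, 2.47, 1.31, -0.92 and -0.84, with standard errors of 0.19, 0.16, 0.15, 0.12 and 0.16 and adjusted p of 1.76e-06, 1.28e-06, 0.000412, 0.000878 and 0.0215 from limma. Lbp and Gsta4 were not called with the values as deposited (adjusted p = 1 from limma), and Gsta4 was not called without E2 replicate 1 (0.0935) or control replicates 1, 2 or 3 (0.0561, 0.0884 and 0.169). Ranked were genes with an adjusted p under 0.05 from limma, no overlap of the groups and a higher mean of at least 100 units. Among them, the 10 largest rises were in Sprr1a, Dio2, Lpl, Rgs4, Thbs2, Cyp7b1, Npy1r, Gja1, Htra1 and Gdf10, down to a log2 difference of 1.04. The 10 largest falls were in Lcn2, Capn6, Cdkn1c, Igfbp2, Lbp, Bmp4, Limch1, Gsta4, Cdc42ep3 and Tnfaip2, up to a log2 difference of -0.82. At an adjusted p under 0.05 from limma, 70 probe sets were higher and 36 were lower with E2, which are 49 and 30 gene symbols and 5 probe sets without a single symbol. In all 106 of them the 3 E2 arrays lay on one side of the 3 control arrays, as in 14.2% of the probe sets tested, against 10% by chance. With a 1.5-fold change and an unadjusted P of 0.05 or less as thresholds, 293 probe sets were higher and 267 were lower, or 238 and 234 gene symbols. The lower count was 434 without E2 replicate 3 and 145 as deposited, and with log2(value + 16) 119 were higher and 79 lower. In all, 1136 probe sets had an unadjusted p under 0.05, against 711 by chance. Of the probe sets at an adjusted p under 0.05, 66.0% were higher after centering and 84.8% with the values as deposited, where 39 were higher and 7 were lower. Of those past the 1.5-fold threshold, 52.3% were higher after centering and 65.8% as deposited. Without a trend of the variance, limma called 15 higher and 1 lower, and without moderation of the variance 3 were higher and 0 lower, although 230 and 195 then passed the 1.5-fold change and the unadjusted P. With single arrays left out, the probe sets called higher were 37 without E2 replicate 1 and 42 without E2 replicate 3, and those called lower were 17, 15 and 11 without control replicates 1, 2 and 3 and 19 without E2 replicate 1.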

After filtering the data in GeneSifter, using a 1.5-fold expression ratio criterion between control and estradiol treatment and a statistical cutoff at P≤0.05, and discarding genes with expression levels less than 10 fluorescence units in both treated and control samples, it was determined that 181 genes were activated by 100 nM E2 exposure and 86 genes were repressed.

The results of Gene Ontology functional enrichment analysis, within the categories of Biological Process and Molecular Function, are shown in Table 1, and categories significantly affected by the 100 nM E2 treatment were identified by z-scores. These included effects on growth, reproductive processes, and metabolic processes, and generally indicated effects of E2 on promotion of growth and inhibition of apoptosis. 

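Cdkn1c, which inhibits cyclin-dependent kinases and restrains the cell cycle, fell from 148 ± 17.4 units (SD, n = 3) in control to 62.4 ± 6.01 units (SD, n = 3) in 100 nM E2. Igfbp2, which binds insulin-like growth factors, fell from 863 ± 89.5 to 416 ± 55.8 units (SD, n = 3 each). Their log2 differences were -1.24 and -1.06, with a standard error of 0.15 and 0.13 and an adjusted p of 0.000878 and 0.000742 from limma. Of 18 measured genes of CDK inhibition and growth arrest, 1 fell, none rose and 17 did not pass the test, and adjusted over the list alone 1 rose and 2 fell. The further genes were Gadd45g, a stress-inducible growth arrest gene, with a log2 difference of 0.65, and the CDK inhibitor Cdkn2b with -0.62. Of 35 measured growth factors and IGF-binding proteins, 1 rose (Angpt2), 1 fell (Igfbp2) and 33 did not pass, and adjusted over the list alone 1 rose and 2 fell, the second being Ptn, the heparin-binding growth factor pleiotrophin, at -0.61. Of 43 measured genes of DNA replication and mitosis, limma called 0, and 0 had an unadjusted p under 0.05. Of 20 pro-apoptotic genes limma called 0, with 2 higher and 2 lower at an unadjusted p under 0.05, and adjusted over the list alone 2 rose, Bnip3 (0.48) and Perp. Of 18 anti-apoptotic genes limma called 0, also when adjusted over the list alone, and 1, the caspase inhibitor Birc2, was lower at an unadjusted p under 0.05, by a log2 difference of -0.72. As sets, tested with camera, growth factors and cell cycle genes each had an adjusted p of 0.136, and the other lists one of 0.984. The growth factor list passed, downward, with a filter at 100 units (adjusted p = 0.00115) and without E2 replicate 3 (adjusted p = 0.0463). On all 6 arrays it had an adjusted p of 0.989 by camera with an estimated correlation and of 0.554 by the rotation test fry. With the values as deposited, the adjusted p was 0.245 for Cdkn1c and 0.278 for Igfbp2.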

Table 2 lists genes in selected signaling pathways influenced by E2 treatment, again identified using z-scores. Additional genes affected by E2 treatment, selected as being “of interest” in these and other pertinent pathways, were identified manually. These data indicated significant effects of 100 nM E2 treatment on three key pathways: cell communication, androgen and estrogen metabolism, and the TGF-β signaling pathway. 

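Inhbb, the beta B subunit of inhibins and activins, rose from 18.3 ± 1.41 units (SD, n = 3) in control to 62.3 ± 14.6 units (SD, n = 3) in 100 nM E2, a log2 difference of 1.75 (SE 0.22, adjusted p = 0.000988 from limma). Gdf10, a bone morphogenetic protein relative, rose from 181 ± 32.8 to 372 ± 64.9 units. Fst, the activin-binding protein follistatin, fell from 81.5 ± 5.34 to 41.5 ± 4.84 units, and Ltbp2, a matrix protein of the latent TGF-β binding family, fell from 186 ± 14.9 to 109 ± 16.4 units (SD, n = 3 each). In the list of TGF-β and BMP signaling, 2 of 36 measured genes rose (Inhbb and Gdf10), 3 fell (Fst, Bmp4 and Ltbp2) and 31 did not pass, and adjusted over the list alone 4 rose and 5 fell. Id2, a target of BMP signaling, had means of 20.2 units in control and 9.52 units in E2 (log2 difference -1.14, SE 0.38, ratio to 10 units 2.02, adjusted p = 0.365 from limma). Col6a2, a chain of the matrix collagen VI, rose from 626 ± 68.8 to 1084 ± 61.4 units (SD, n = 3 each). The log2 difference was 0.80 (SE 0.11, adjusted p = 0.00241 from limma). A second probe set of Col6a2, with means of 282 and 425 units, did not pass (log2 difference 0.58, adjusted p = 0.0657 from limma). The partner chain Col6a1 had a difference of 0.49 and an adjusted p of 0.0519. Col6a1 was called among others with quantile normalization (0.00709) and array weights (0.0178). Of 38 measured extracellular matrix genes 2 rose (Thbs2 and Col6a2), 1 fell, Mgp, which inhibits calcification, and 35 did not pass, and adjusted over the list alone 4 rose and 1 fell. Of 10 measured gap junction and desmosome genes, Gja1, which encodes connexin 43, rose and 9 did not pass. Adjusted over this list alone, 3 rose (Gja1, Perp and Pkp2) and 1 fell, Tjp1 of the tight junction. Gjb2 (connexin 26) and the keratin Krt14 had means of 13.9 and 11.0 units in E2 and of 5.81 and 5.56 units in control, with adjusted p of 0.658 and 0.755. Among 4 measured epithelial markers, the keratin Krt18 rose from 39.1 ± 2.84 to 72.0 ± 11.5 units (SD, n = 3 each; log2 difference 0.87, SE 0.18, adjusted p = 0.0416 from limma). The other 3, all keratins, were below 10 units in control and entered the test by their E2 mean only, which favors an upward direction of the set. Its adjusted p was 0.000445 by camera, 0.0502 without the filter and 0.0909 without both arrays of high 18S signal, and the adjusted p = 0.628 with an estimated correlation, and adjusted over the list alone 2 rose, Krt18 and the keratin Krt19. The study chose its genes from these same arrays, so their direction here is not independent evidence. Col6a2 (adjusted p = 0.575), Gdf10 (0.275), Ltbp2, Krt18 and Mgp were not called with the values as deposited. Ltbp2, Krt18 and Mgp were also not called with 1 array left out, except E2 replicate 2 for Ltbp2 and Krt18. Fst was not called as deposited or without E2 replicate 1 or control replicates 2 or 3, at an adjusted p of 0.0596, 0.0720 and 0.0977. From the z-scores of the pathways and the genes of Table 2, the paper states that this dose had significant effects on cell communication, on androgen and estrogen metabolism and on TGF-β signaling.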

E2-regulated genes were also identified in other pathways of interest, namely the Wnt signaling pathway, cytokine-cytokine receptor interaction, sonic hedgehog signaling and apoptosis.

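Ccl8, a chemokine that attracts monocytes, rose from 14.9 ± 2.31 units (SD, n = 3) in control to 91.3 ± 5.29 units (SD, n = 3) in 100 nM E2, with a log2 difference of 2.62 (SE 0.20, adjusted p = 6.15e-06 from limma). Il4ra, a receptor chain for interleukins 4 and 13, rose from 25.1 ± 7.34 to 88.7 ± 15.6 units (log2 difference 1.84, SE 0.23, adjusted p = 0.000775 from limma, n = 3 each). Of 33 measured cytokines, chemokines and receptors these were the 2 that rose, none fell and 31 did not pass. Adjusted over the list alone, 2 rose and 1 fell, the chemokine Cxcl12, which had means of 1193 units in control and 892 units in E2. Ccl11, the eosinophil chemokine eotaxin, had means of 8.52 and 17.4 units (adjusted p = 0.625). The 19 measured macrophage and leukocyte markers, cells of another type that carry chemokine receptors, all had negative differences, with a median of -0.44 and none called by limma, 3 being lower at an unadjusted p under 0.05. Adjusted over the list alone 1 fell, the complement gene C1qb. The set was lower with an adjusted p of 9.93e-05 by camera, and with an adjusted p = 0.874 with an estimated correlation. Among Wnt ligands, receptors and inhibitors, the inhibitors Dkk2 and Sfrp4 were the 2 of 27 measured genes that rose, none fell, and 25 did not pass. Dkk2 went from 14.3 ± 1.76 to 76.1 ± 21.3 units (log2 difference 2.38, SE 0.24, adjusted p = 0.000156 from limma, n = 3 each). Adjusted over the list alone 4 rose and 1 fell, the further genes being the inhibitor Frzb (0.82) and the ligand Wnt6, and the 1 that fell the ligand Wnt11. Of 8 measured hedgehog genes limma called 0, also when adjusted over the list alone, and at an unadjusted p under 0.05 1, Gas1, which binds hedgehog ligands at the cell surface, was lower by a log2 difference of -0.29. For apoptosis, Capn6, a calpain without protease activity, fell, and Xiap, a caspase inhibitor, had a log2 difference of -0.08 (SE 0.21) by its brightest probe set and of 1.04 (SE 0.61, ratio to 10 units 1.11, adjusted p = 0.718 from limma) by a dimmer one. The study selected these genes on the same arrays, so the direction of those it lists is not independent evidence.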

**Table 1:** Functional characterization by gene ontology (GO) terms of gene expression profiles in cells treated with 100 nM E2.

		Number of genes		z-scores	
Category	Gene Ontology Term	up-regulated	down- regulated	up-regulated	down- regulated
Biological process	metabolic process	121	69	−2.08*	−1.43
	biological regulation	100	40	2.70**	−0.99
	growth	17	3	5.11**	−0.03
	reproduction	11	9	0.94.	2.02*
	reproductive process	5	6	0.42.	2.42*
	rhythmic process	6	1	3.92**	0.23
Molecular function	catalytic activity	135	76	−2.3*	0.82
	transporter activity	53	35	2.76**	1.42

### Confirmation of estrogen-regulated genes

The expression patterns of several genes demonstrated to be up- or down-regulated by estradiol treatment using microarray analysis were validated in independent samples using quantitative PCR. The genes selected were: Ar, Bmp4, Capn6, Cyp7b1, Esr1, Sfrp4, and Thbs2. Ar and Esr1 were chosen because we have shown by qPCR [14] that estradiol stimulates Ar and Esr1 mRNA expression. The other genes were selected based on strength of response and relevance to cell growth. In this particular study, the effects of estradiol on Ar expression, while in the same direction as predicted by earlier studies, did not quite reach significance by microarray analysis. The results of the follow-up qPCR analysis are shown in Fig. 6. The data obtained for cells treated with estradiol are consistent with the microarray expression profiles.

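On the arrays, Thbs2, a matrix glycoprotein that restrains new vessel growth, rose from 338 ± 37.2 units (SD, n = 3) in control to 1106 ± 65.5 units (SD, n = 3) in 100 nM E2. Cyp7b1, a hydroxylase of sterols and androgen metabolites, rose from 56.3 ± 13.6 to 174 ± 62.1 units, and Sfrp4, a secreted Wnt inhibitor, rose from 98.3 ± 7.40 to 203 ± 20.7 units (SD, n = 3 each). Capn6 fell from 142 ± 20.5 to 58.8 ± 10.8 units, and Bmp4, a growth factor that limits prostatic budding, fell from 199 ± 26.3 to 107 ± 27.3 units (SD, n = 3 each). The log2 differences of these 5 genes were 1.72 (SE 0.12), 1.60 (SE 0.23), 1.04 (SE 0.14), -1.28 (SE 0.17) and -0.92 (SE 0.18). Their adjusted p from limma were 1.76e-06, 0.00306, 0.00153, 0.00171 and 0.0243. Esr1, the estrogen receptor alpha, had a mean of 4.83 ± 3.09 units in control and 16.3 ± 2.16 units in E2 (SD, n = 3 each) and did not pass. All 3 E2 arrays lay above or below all 3 control arrays for each of the 6 genes. The paper chose 5 of them partly by strength of response and lists Esr1 in Table 2. This order is therefore not independent evidence, and the 10% that chance gives does not apply to it. Bmp4, Capn6 and Sfrp4 were not called with the values as deposited, where their adjusted p was 1, 0.188 and 0.358. Bmp4 was also not called without E2 replicates 2 or 3 or control replicates 1 or 3, with an adjusted p of 0.0583, 0.111, 0.09 and 0.191. The qPCR samples were not analysed here.

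**Figure D1:**
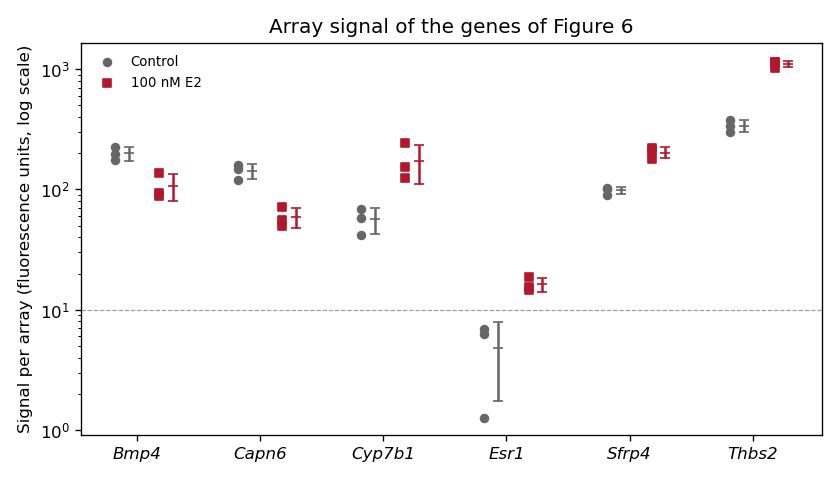
Array signal in fluorescence units, on a log scale, of 6 genes in control cells (circles) and cells treated with 100 nM E2 (squares), 1 point per array, with the mean and the SD of the 3 arrays beside each group and a dashed line at 10 units. The E2 arrays of Thbs2 lie near 1106 units against 338 in control, and the control arrays of Esr1 all lie below 10 units.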

**Figure 6:**
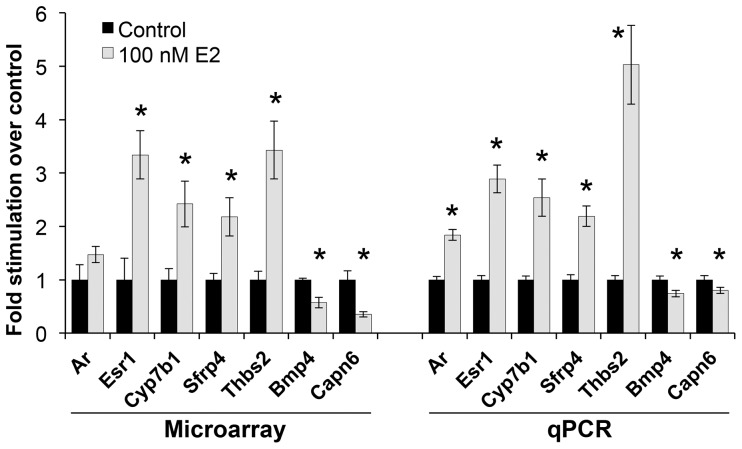
Comparison of expression of selected genes measured by microarray and by Q-PCR. Gene expression in cells treated with 100 nM 17β-estradiol (grey bars) is compared to that in untreated control cells (black bars). * Control vs. treated cells statistically different, p<0.05. The qPCR data were previously published elsewhere [19].

## Discussion

The effects of fetal E2 exposure on prostate development do not follow a monotonic dose-response [11], [12]. Previous studies have shown that exposure of male mouse fetuses to a very small increase in serum E2 [11], or to very low maternal doses of the estrogenic drugs DES and ethinylestradiol or the xenoestrogen BPA, lead to basal epithelial cell hyperplasia and to a permanent increase in prostate AR binding activity, resulting in an increase in prostate size in adulthood [11], [12], [13], [26]. Those findings showed that at low doses, estrogen has a stimulatory effect on the action of androgen in regulating prostate differentiation and subsequent prostate function, including development of early stage prostate cancer in adulthood [27], [28]. In contrast, opposite effects have been found at much higher doses of E2 and xenoestrogens. Prenatal or neonatal exposure of rats or mice to high doses of estrogens led to a decrease in prostate growth during the time of exposure in development, which led to reduced prostate size and androgen responsiveness in adulthood [3], [11], [12], [13], [29], [30].

Non-monotonic dose responses were seen in our initial examination of the effects of estradiol and BPA on Ar and Esr1 expression in fetal mouse UGS mesenchyme [14], and dose-related variation in the pattern of gene expression was also observed for a large number of genes in human MCF-7 breast cancer cells, in response to doses of E2 between 10–100 pM [31]. Because of these prior findings as well as different *in vivo* effects of high and low doses of estrogen, we chose to examine the effects of E2 on gene expression in fetal prostate mesenchyme cells by microarray analysis, using two low doses (10 pM and 100 pM) as well as a high dose (100 nM) that had resulted in maximal Ar expression in our prior study with the same fetal mesenchyme cells [14]. In laboratory rats and mice, the free serum concentration of E2 (unbound to plasma proteins and unconjugated) is about 2 pM during the initial period of prostate development [11] although calculation of the actual biologically active fraction of E2 during sexual differentiation is complicated by uncertainty regarding the bioavailability of albumin-bound E2 and the capacity for the maternal-placental-fetal tissues to deconjugate sulfated estrogens [32]. Total serum E2 during this period is in the range of 300 pM [33], and thus the low doses of E2 used in this study are physiologically relevant.

These microarray experiments were performed as a hypothesis generation step for a study of effects of estrogens on prostate development and differentiation, and the sample size is small. Because of this, the data must be seen as preliminary, but the results do indicate activation of different patterns of gene expression and dominance of different pathways at low, physiologically relevant, compared to high, pharmacological, doses of E2. Results from the lowest (10 pM and 100 pM) doses of E2 treatments indicate E2-inducible genes within pathways related to cell adhesion, actin cytoskeleton reorganization, EGF-like calcium binding, sterol biosynthesis and lipoprotein metabolism, and E2-suppressible genes within pathways related to growth factor signaling, tube development and additional effects on cell adhesion. At the high (100 nM) concentration, E2 induced genes enriched for steroid hormone signaling and metabolism, cytokines and their receptors, cell-to-cell communication, and TGF-β signaling (Table 2). 

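Against all other genes, the gene lists fixed here for these 4 themes did not pass for a shift in one direction at 100 nM E2. They are not the paper's own pathway lists. The paper reports enrichment from z-scores, and whether these lists held an excess of called genes was not tested here. By camera, the adjusted p was 0.984 for 9 measured steroid receptors and coregulators and 0.984 for 12 genes of steroid metabolism. It was 0.772 for the cytokines, chemokines and receptors, 0.0834 for gap junction and desmosome genes, and 0.984 for TGF-β and BMP signaling. With control replicate 1 or 2 left out, the gap junction and desmosome list passed, with an adjusted p of 0.0281 and 0.0233. On all 6 arrays this list had an adjusted p of 0.667 by camera with an estimated correlation. The rotation test fry, which sets a list against no change and not against other genes, gave for movement in one direction an adjusted p of 0.964 for the receptors, 0.973 for steroid metabolism, 0.777 for the cytokines, 0.264 for the junction genes and 0.848 for TGF-β and BMP signaling. For change in either direction, a test added after the result was seen, it gave 0.000188, 0.000256, 0.000176, 4.26e-05 and 2.42e-05, and 21 of all 33 lists passed it. The lists of the 4 themes hold genes of Table 2, which were picked on these arrays, so this result is not independent evidence.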

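Ncoa4, a coactivator of the androgen receptor that also directs the breakdown of ferritin, fell from 456 ± 20.7 units (SD, n = 3) in control to 272 ± 25.5 units (SD, n = 3) in 100 nM E2, a log2 difference of -0.75 (SE 0.12, adjusted p = 0.00644 from limma). Of 9 measured steroid receptors and coregulators, Pgr rose, Ncoa4 fell and 7 did not pass. Adjusted over the list alone 2 rose (Pgr and Esr1) and 2 fell, Ncoa4 and Fkbp5, a chaperone partner of steroid receptors. Of 18 measured estrogen response genes 1 rose (Pgr), none fell and 17 did not pass, and adjusted over the list alone 3 rose and 1 fell. Greb1, an estrogen-induced cofactor of the estrogen receptor and one of the 3, had means of 1.51 ± 1.30 units in control and 23.4 ± 9.51 units in E2 (SD, n = 3 each), a ratio to 10 units of 2.34 (adjusted p = 0.0696 from limma), and was called as deposited (0.0149), without a filter (0.0274), on linear values (0.0454) and with log2(value + 16) (0.00587). This list did not pass as a set by camera (adjusted p = 0.279) but did with the values as deposited (adjusted p = 0.00276). After centering, the list had an adjusted p of 0.989 by camera with an estimated correlation and of 0.327 by fry. Among 13 measured androgen response genes, Elovl5, a fatty acid elongase, rose from 611 ± 30.3 to 963 ± 65.7 units (log2 difference 0.65, SE 0.11, adjusted p = 0.00761 from limma, n = 3 each), and 12 did not pass. Adjusted over the list alone 2 rose and 3 fell, among them the metalloreductase Steap4 with a log2 difference of -1.34. Of 22 measured cell adhesion genes, Alcam, an immunoglobulin-type adhesion molecule, fell from 111 ± 9.90 to 67.1 ± 3.48 units (log2 difference -0.73, SE 0.15, adjusted p = 0.0374 from limma, n = 3 each) and 21 did not pass, and adjusted over the list alone 2 fell, Alcam and Icam1 (-0.60). The adhesion and androgen lists each had an adjusted p of 0.984 by camera. With the values as deposited Ncoa4, Elovl5 and Alcam had an adjusted p of 1. Without E2 replicate 1 or control replicate 2 it was 0.0586 and 0.0504 for Ncoa4 and 0.0755 and 0.0519 for Elovl5, and Alcam was not called without any 1 of the 6 arrays, at 0.0503 to 0.251.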

Results from the 100 nM E2 treatment thus indicated effects on cell adhesion pathways, but also emphasized a stimulation of a positive feedback loop involving steroid hormone receptors and genes related to growth and metabolism that promote rather than inhibit cell growth. Taken together, these results suggest that fetal prostate mesenchymal cells may regulate epithelial cells through direct cell contacts when estrogen levels in mesenchyme are in the pM range, whereas growth factors might play significant roles when estrogen levels are higher in the nM range.

**Table 2:** Effects of 100 nM estradiol treatment on gene expression within specific regulatory pathways identified as being of interest.

Pathway/Category	Direction	Ratio	Gene Identifier	Gene Name
Cell Communication	Up	2.50	AV239646	Gjb2
*z-score (up) = 3.32*	Up	1.96	BE197934	Krt1-14
	Up	2.62	AV330726	Gja1
	*Up*	*3.16*	*BC006894*	*Gja1*
	*Up*	*3.81*	*M63801*	*Gja1*
	Up	4.48	L06421	Thbs2
	*Up*	*3.43*	*NM_011581*	*Thbs2*
	Up	1.83	BI455189	Col6a2
Androgen and estrogen metabolism	Down	7.25	NM_023135	Sult1e1
*z-score (up) = 2.4*	Up	2.42	NM_007825	Cyp7b1
	Up	8.12	NM_01378	Hsd17b9
TGF-beta signaling pathway	Down	1.93	NM_010496	Idb2
*z-score (down) = 2.19*	Down	1.83	NM_008046	Fst
	Down	1.75	NM_007554	Bmp4
	Down	3.27	BM230984	Tgfb14i
	Up	3.67	BB353211	Inhbb
	Up	4.48	L06421	Thbs2
	*Up*	*3.43*	*NM_011581*	*Thbs2*
Steroid hormone receptors	Up	3.34	NM_007956	Esr1
	Up	5.29	NM_008829	Pgr
Wnt signaling	Down	2.22	NM_009519	Wnt11
	Up	3.72	NM_009526	Wnt6
	Up	1.89	W29605	Wnt7b
	Up	5.85	NM_020265	Dkk2
	Up	2.18	BB221995	Sfrp4
Cytokine-cytokine Receptor interaction	Up	2.77	NM_019583	Il17rb
	Up	2.21	NM_011330	Ccl11
	Up	6.53	NM_021443	Ccl8
	Up	3.67	BB353211	Inhbb
	Up	3.85	AF000304	Il4ra
	*Up*	*2.91*	*NM_010557*	*Il4ra*
Hedgehog signaling	Down	2.22	NM_009519	Wnt11
	Down	1.75	NM_007554	Bmp4
	Up	3.72	NM_009526	Wnt6
	Up	1.89	W29605	Wnt7b
Apoptosis	Up	2.07	BF137345	Birc4
	Down	2.85	NM_007603	Capn6
	*Down*	*2.23*	*AI747133*	*Capn6*
Prostate cancer	Up	3.40	BC010786	Creb3l3
	Up	2.21	AJ252157	Foxo1
	Up	2.60	NM_019739	Foxo1
Basal cell carcinoma	Down	2.22	NM_009519	Wnt11
	Down	1.75	NM_007554	Bmp4
	Up	3.72	NM_009526	Wnt6
	Up	1.89	W29605	Wnt7b

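Of the 28 genes of Table 2, 27 differed in the direction the table gives by their brightest probe set, and 14 passed an adjusted p under 0.05 in limma, 11 of them higher and 3 lower with 100 nM E2. The 11 included the transcription factor Foxo1, which rose from 38.9 ± 7.24 units (SD, n = 3) in control to 95.0 ± 26.4 units (SD, n = 3) in E2, a log2 difference of 1.27 (SE 0.22, adjusted p = 0.0102 from limma). At an unadjusted p of 0.05 or less were 21 of the genes, or 22 if any probe set of a gene counts. In 12 genes the mean of 1 or both groups was under 10 units, among them Creb3l3, a liver-enriched transcription factor with means of 3.61 and 11.9 units (adjusted p = 0.572). The genes were chosen on these arrays, so these counts are not independent evidence. Foxo1 was not called with the values as deposited (adjusted p = 0.0751), without E2 replicate 1 (0.0702) or without control replicate 1 (0.0510). With the values as deposited, the 3 lower genes, Fst, Bmp4 and Capn6, and the higher Col6a2 and Sfrp4 were not called either. Of the genes of Tables 2 and 3 together, 23 were called after centering and 14 as deposited.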

All genes listed are significantly altered at P<0.05. Where the z-score for the entire pathway was significant, the score is given below the pathway name. 

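Gja1 was read by 6 probe sets, each of which rose at an adjusted p under 0.05 in limma, with log2 differences from 1.30 to 1.84 and a mean of 1.55. The brightest of them by mean log2 value went from 126 ± 16.4 units (SD, n = 3) in control to 321 ± 43.9 units (SD, n = 3) in 100 nM E2, and the next from 103 ± 10.9 to 371 ± 47.8 units. The dimmer probe set of Thbs2 had a log2 difference of 2.09 (SE 0.12) and that of Capn6 one of -1.57 (SE 0.20), each with an adjusted p under 0.05. Of 3 probe sets of Il4ra, the dimmest, at 7.28 units in control, had a difference of 0.91, a ratio to 10 units of 1.09 and an adjusted p of 0.814 from limma, and the other 2 rose. For Foxo1, probe sets at 1.27 and 1.14 passed and one at 0.74 did not (adjusted p = 0.132). Tsc22d1 was read by 6 probe sets, of which none passed, and their log2 differences ran from -0.14 to -1.92, the lowest at means of 13.9 units in control and 3.88 units in E2, a ratio to 10 units of 1.39.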

Where multiple probes for the same gene are represented in these lists (indicated by italics), agreement was good between the probes.

Importantly, an inverted U (non-monotonic) response was seen within the low-dose results, with enhancement of glycolysis observed at 10 pM E2 but significant suppression at 100 pM E2 (Figure 5). The expression of these specific genes was not influenced by 100 nM E2, indicating that the stimulation of glycolysis is highly dependent on dose and only seen at low pM E2 concentrations. This is of particular interest given the Warburg effect, the observation that most cancer cells rely on glycolysis to generate the energy needed for cellular processes, in contrast to normal differentiated cells that use mitochondrial oxidative phosphorylation [34]–[35]. 

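Of the genes drawn in Figure 4B, the glycolytic enzymes Tpi1 and Ldha had means of 1399 ± 186 and 1363 ± 127 units in control and of 1690 ± 101 and 1640 ± 17.8 units in 100 nM E2 (SD, n = 3 each). Their log2 differences were 0.28 (SE 0.11) and 0.27 (SE 0.10), with an adjusted p of 0.553 and 0.470 from limma. Pgk1 had a difference of 0.17 (SE 0.11), the aldolase Aldoc 0.08 (SE 0.23), the glycogen phosphorylase Pygl 0.27 (SE 0.26) and Pgm2 0.16 (SE 0.15). The glycogen synthase Gys1 had a difference of 0.23 (SE 0.17) by its brighter probe set and of -0.52 (SE 0.22) by the other, and none of these genes was called. With quantile normalization Ldha was called (adjusted p = 0.0231). Of 26 measured genes of glycolysis and glycogen metabolism limma called 0, with 6 higher and 1 lower at an unadjusted p under 0.05, and adjusted over the list alone 2 rose, the lactate transporter Slc16a3 (0.86) and the phosphofructokinase Pfkl (0.46). Taken as a set against all other genes, the list was higher with 100 nM E2, with a median log2 difference of 0.23, 20 of 26 differences positive, and an adjusted p of 0.000158 by camera. The list had an adjusted p = 0.667 with an estimated correlation. Set against no change and not against other genes, it had an adjusted p of 0.350 by fry. The 10 pM and 100 pM samples were not analysed here.

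**Figure D2:**
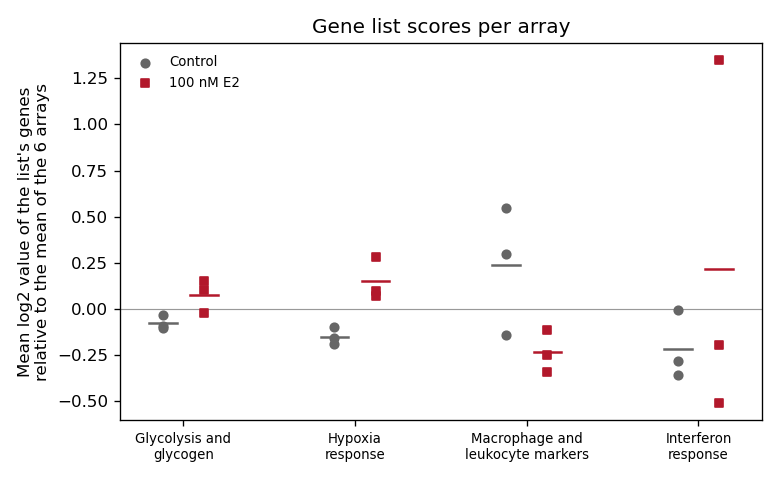
Mean log2 value of the genes of 4 lists on each array relative to the mean of the 6 arrays, for control (circles) and 100 nM E2 (squares), with a bar at the mean of each group of 3. The glycolysis list lies at -0.10, -0.10 and -0.03 on the control arrays and at 0.10, -0.02 and 0.15 on the E2 arrays, and the interferon list stands apart on E2 replicate 2 at 1.35.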

The enhancement of glycolysis seen in our culture was only at the lowest dose tested here, 10 pM (2.72 pg/ml), and as such is intriguing because mice exposed prenatally to a very similar concentration of estradiol have enlarged prostates in adulthood [11] relative to mice exposed to higher doses. It is interesting to speculate on whether there is a relationship between the enhancement of cell proliferation rate and glycolysis seen in cancer cells, and the enhancement of glycolysis in fetal prostate mesenchymal cells and increased prostate size due to hyperplasia seen in mice.

Only 29 genes out of those screened were influenced by all doses of estradiol examined (Table 3). 

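At 100 nM, Lcn2, the iron-carrier binding lipocalin, fell from 302 ± 62.7 units (SD, n = 3) in control to 49.3 ± 19.1 units (SD, n = 3) in E2, a log2 difference of -2.68 (SE 0.26, adjusted p = 9.07e-05 from limma). Pdlim3, an actin-associated LIM protein, fell from 49.9 ± 17.4 to 12.1 ± 0.419 units. Rgs4, which shortens G protein signals, rose from 42.2 ± 15.0 to 139 ± 41.0 units, and Npy1r, a neuropeptide Y receptor, rose from 38.2 ± 6.20 to 102 ± 19.3 units (SD, n = 3 each). Penk, the precursor of enkephalins, rose from 32.2 ± 8.43 to 62.6 ± 2.84 units (log2 difference 0.99, SE 0.21, adjusted p = 0.043 from limma, n = 3 each). Of the 28 genes of Table 3 measured here, 27 differed at 100 nM in the direction the table gives, 22 had an unadjusted p of 0.05 or less, or 23 by any probe set, and 15 passed an adjusted p under 0.05 in limma, 10 of them higher and 5 lower. In 8 the mean of 1 or both groups was under 10 units. The genes were picked on these arrays, so the counts are not independent evidence. Penk was not called as deposited (adjusted p = 0.558) or with 1 array left out, except control replicate 3. Pdlim3 was not called without control replicate 3 (0.0512). Of the 15 genes, Cdkn1c (adjusted p = 0.245), Capn6 (0.188), Igfbp2 (0.278) and Sfrp4 (0.358) were also not called as deposited, from limma. The samples of the lower doses were not analysed here.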

For approximately half of these genes the dose-response relationship was monotonic, although some of these were maximally up- or down-regulated at the 100 pM dose. For the rest, the direction of the effect (stimulation or suppression of gene expression) was either strongly reversed at the highest (100 nM) E2 concentration (a non-monotonic response), or simply showed a suggestion of reversal at the highest dose. 

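Sprr1a, a protein of the cornified envelope of squamous epithelium, rose from 11.0 ± 1.95 units (SD, n = 3) in control to 505 ± 44.8 units (SD, n = 3) in 100 nM E2. The log2 difference was 5.54 (SE 0.17, adjusted p = 2.21e-10 from limma), the largest of all probe sets called, and it was the only named gene still called without moderation of the variance. Angpt2, a ligand that loosens the contacts of vessel walls, rose from 6.03 ± 4.40 to 73.7 ± 16.3 units (SD, n = 3 each), with a log2 difference of 3.90 (SE 0.47, adjusted p = 0.000742 from limma). Since its control mean lay below 10 units, its rise was at least 7.37-fold against that level. The lower doses were not analysed here.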

Of the monotonic profiles, two genes showed particularly strong linearity with dose: Angpt2 (angiopoetin 2) and Sprr1a (small proline-rich protein 1a). Angpt2 expression is strongly correlated with prostate cancer progression [36] and is stimulated by growth factors, especially VEGF [37]–[38]; Vegf expression is stimulated by androgen treatment in fetal prostate fibroblasts [39], but we did not observe an effect of estrogen on Vegf expression here. 

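Vegfa, the main growth factor of vessels, had a mean of 59.7 ± 4.47 units (SD, n = 3) in control and 79.1 ± 11.3 units (SD, n = 3) in 100 nM E2 by its brighter probe set, a log2 difference of 0.40 (SE 0.17, adjusted p = 0.576 from limma). By its other probe set the means were 15.2 and 29.1 units and the difference was 0.97 (SE 0.28, unadjusted p = 0.00414, adjusted p = 0.229 from limma). Vegfb, with a difference of -0.16 (SE 0.21), and Vegfc, with 0.22 (SE 0.30), did not pass either.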

Expression of Sprr genes is typically restricted to cells committed to terminal differentiation [40]. Although strong up-regulation of Sprr1a has been associated with abnormal cell differentiation in uterine tissue from neonatal CD-1 mice treated with diethylstilbestrol [41], effects in the developing prostate have not previously been reported.

**Table 3:** Genes whose expression was significantly (P≤0.05) influenced by estradiol (E2) treatment at all doses tested.

		Log2 fold expression relative to control				
Low-dose cluster group	Gene ID	No E2	10 pM E2	100 pM E2	100 nM E2	Monotonic trend?
Inducible_moderate	Sprr1a	0.00	0.98	2.23	5.57	Y
Inducible_moderate	Angpt2	0.00	1.20	2.25	3.77	Y
Inducible_moderate	Dkk2	0.00	0.67	2.21	2.55	Y
Inducible_moderate	Pgr	0.00	0.98	2.22	2.40	Y
Inducible_low	Fabp7	0.00	0.75	2.18	2.26	Y
Inducible_low	Fbxo32	0.00	−0.33	1.52	1.57	Y
Inducible_moderate	Esr1	0.00	1.00	2.19	1.74	I
Inducible_moderate	Rgs4	0.00	0.64	2.09	1.81	I
Inducible_moderate	Thbs2	0.00	1.49	2.20	1.78	I
Inducible_moderate	Btbd3	0.00	0.95	2.25	1.05	N
Inducible_moderate	Gja1	0.00	0.66	2.21	1.51*	N
Inducible_moderate	Npy1r	0.00	1.14	2.16	1.49	N
Inducible_low	Perp	0.00	0.21	2.06	0.71	N
Suppressible_low	Sult1e1	0.00	0.20	−1.81	−2.86	Y
Suppressible_low	Lcn2	0.00	0.49	−1.63	−2.44	Y
Suppressible_low	Egfl6	0.00	−0.20	−2.04	−1.93	Y
Suppressible_low	Pdlim3	0.00	−0.14	−1.96	−1.95	Y
Suppressible_low	Cdkn1c	0.00	−0.19	−1.99	−1.16	Y
Suppressible_low	Capn6	0.00	−0.43	−1.93	−1.51	I
Suppressible_low	Igfbp2	0.00	0.15	−1.87	−0.96	I
Suppressible_low	Wnt11	0.00	−0.55	−2.11	−1.15	I
Suppressible_low	Cyb561	0.00	0.57	−1.52	−0.93	I
Suppressible_low	Gda	0.00	−0.49	−2.06	−0.77	I
Suppressible_low	Dpep1	0.00	0.97	−1.19	−0.67	I
Suppressible_low	Zfp161	0.00	0.10	−1.70	0.74	N
Suppressible_low	Sfrp4	0.00	0.16	−1.77	1.12	N
Suppressible_low	Penk1	0.00	−0.53	−1.95	1.06	N
Suppressible_low	Enpp2	0.00	0.90	−1.17	1.85	N
U-curve	Cd80	0.00	−1.04	1.12	0.65	I

For each gene the log2 value of the fold change is given, and thus up-regulated and down-regulated genes are reflected in positive and negative numbers respectively. Genes are sorted first according to the cluster groups identified for the low-dose treatments (see Methods), and then by whether the trend at the high dose (100 nM) is consistent with the results seen at lower doses. Y = monotonic trend; gene expression at 100 nM E2 continues the trend at lower doses or has reached a plateau at that point. N = trend is clearly not monotonic; gene expression at 100 nM E2 is in the reverse direction of the trend at lower doses. I = suggestion of non-monotonic trend; gene expression at 100 nM shows slight reversal of trend at lower doses. *Value is average value for all probes for this gene (n = 5).

Also of interest in this 29-gene subset are the clear inverse U effects on Perp and Gja1 expression. 

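At the 100 nM dose, Perp, a desmosome component induced by p53, had a mean of 36.6 ± 2.20 units (SD, n = 3) in control and 57.0 ± 1.91 units (SD, n = 3) with E2. Its log2 difference was 0.64 (SE 0.17), with an adjusted p of 0.163 over all probe sets and of 0.0121 over the junction genes alone, both from limma. The 3 E2 arrays lay above the 3 control arrays for Perp and for Gja1. Both are in Table 3, whose genes were picked on these arrays too, so this order is not independent evidence. The samples of 10 pM and 100 pM E2 were not analysed here.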

Perp is typically upregulated during apoptosis [42] but is also important for promoting desmosomal cell-cell adhesion [43], and loss of Perp is associated with dysregulation of cell adhesion and promotion of tumor development and progression [44]. Decreased expression of Gja1 (Cx43) is similarly consistent with loss or reduction of cell-cell communication. Only one gene in this 29-gene subset, Enpp2, showed a U-shaped response to increasing E2 concentrations; Enpp2 codes for autoaxin, an ecto-enzyme responsible for producing lysophophatidic acid (LPA), known to be a mitogen for both ovarian and prostate cancer cells, which stimulates cell proliferation, survival and migration (reviewed in [45]). These non-monotonically expressed genes reinforce the general conclusion that pathways related to cell adhesion are influenced by estrogen treatment, but also suggest a different effect of the highest dose relative to the lower doses, with a progression toward increased cell proliferation and migration at increasing dose.

The Wnt signaling pathway was influenced at all E2 doses examined, but with an emphasis toward up-regulation of canonical Wnt/β-catenin stabilization signaling at the high dose, and non-canonical (PCP) signaling at lower doses. 

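At 100 nM E2, the ligand Wnt6 had a mean of 5.29 ± 3.73 units (SD, n = 3) in control and 18.3 ± 2.66 units (SD, n = 3) with E2, a log2 difference of 2.02 (SE 0.58, ratio to 10 units 1.83, adjusted p = 0.211 from limma). Wnt7b had means of 6.31 and 12.0 units (log2 difference 0.93, ratio to 10 units 1.20, adjusted p = 0.719), and Wnt11, a ligand of non-canonical signaling, had means of 34.7 and 14.8 units (log2 difference -1.30, SE 0.38, adjusted p = 0.233 from limma). Ctnnb1, which encodes β-catenin, had a mean of 1154 ± 41.6 units in control and 1008 ± 27.0 units with E2 (SD, n = 3 each; log2 difference -0.20, SE 0.10, adjusted p = 0.664 from limma). The arrays read transcripts, so the stabilization of β-catenin protein was not measured. Of 23 target genes of canonical Wnt signaling on the array, 10 were measured. The others, Axin2, Lef1, Nkd1, Notum and Lgr5 among them, were below 10 units in both groups, so their response was not tested. Of the 10 measured targets none rose, 1 fell (Bmp4) and 9 did not pass, with the same counts when adjusted over the list alone. Myc, another of these targets, had a difference of 0.54 (SE 0.21, adjusted p = 0.525 from limma). By camera, the adjusted p was 0.187 for the 27 ligands, receptors and inhibitors and 0.772 for the targets. With control replicate 2 left out it was 0.0338 for the 27 ligands, receptors and inhibitors, in the upward direction. On all 6 arrays that list had an adjusted p of 0.876 by camera with an estimated correlation and of 0.497 by fry.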

The high-dose effect may be mediated through the known association of β-catenin with AR and ER. Truica *et al.* have shown that β-catenin significantly enhances androgen-stimulated transcriptional activation by the AR, and that β-catenin also increases AR transcriptional activation by E2 [46]. Although many Wnt genes are differentially expressed in the prostate according to age [47], their role in prostate development, and particularly their interactive and temporal roles, is only starting to be described.

At the high dose of E2 we observed changes in genes related to steroid hormone metabolism, and alterations in steroid hormone signaling that would lead in turn to disruption of the normal expression of other developmentally important genes. 

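Sult1e1, the sulfotransferase that inactivates estrogens, had a mean of 18.8 ± 4.43 units (SD, n = 3) in control and 2.52 ± 1.66 units (SD, n = 3) in 100 nM E2, a ratio to 10 units of 1.88. The fitted log2 difference was -3.24 (SE 0.86, adjusted p = 0.147 from limma). Akr1c14, a 3α-hydroxysteroid dehydrogenase that acts on DHT, had means of 3.16 ± 1.17 and 18.0 ± 5.73 units (log2 difference 2.54, SE 0.65, ratio to 10 units 1.80, adjusted p = 0.126 from limma, n = 3 each). Of 12 measured genes of steroid metabolism 1, Cyp7b1, rose, none fell and 11 did not pass, and adjusted over the list alone 2 rose (Cyp7b1 and Akr1c14) and 1 fell (Sult1e1). Hsd17b6, an oxidative hydroxysteroid dehydrogenase, had means of 1.11 ± 0.400 units in control and 9.60 ± 6.72 units in E2 (SD, n = 3 each), under 10 units in each, and was not tested. With limma on the linear values, Sult1e1 passed with an adjusted p of 0.0317, and with log2(value + 16) at 0.0172, where Akr1c14 also passed at 0.0417.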

Of particular interest was the observed up-regulation of Cyp7b1, which catalyzes the metabolism of the DHT metabolites 3α-Adiol and 3β-Adiol, and is thought to control cellular levels of both androgens and estrogens [48]. 

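The second probe set of Cyp7b1 went from 57.6 ± 11.1 units (SD, n = 3) in control to 135 ± 16.0 units (SD, n = 3) in 100 nM E2, with a log2 difference of 1.23 (SE 0.17, adjusted p = 0.00212 from limma). Each of the 3 E2 arrays lay above each control array with either probe set. On the linear scale the brighter of them had an adjusted p of 0.0583 and was not called.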

We verified by quantitative PCR (qPCR) that the up-regulation of Esr1 observed in these estrogen-treated cells was dose-dependent and consistent with our prior data ([14], data not shown); up-regulation of Ar was seen by qPCR but did not reach statistical significance by microarray. 

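For Esr1 at 100 nM E2, the 3 control arrays read 6.91, 6.30 and 1.27 units and the 3 E2 arrays 18.8, 15.6 and 14.7 units. The fitted log2 difference was 2.09 (SE 0.70, unadjusted p = 0.00974, adjusted p = 0.367 from limma), and the ratio of the E2 mean to 10 units was 1.63. Adjusted over the 9 measured steroid receptors and coregulators alone, Esr1 was at 0.0219. Esr1 is in Table 2, whose genes were picked on these arrays, so this value is not independent evidence.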

Esr1 was stimulated across the entire E2 dose range in this study, and thus is a potential common mechanism for the initiation of consequent signaling events. Stimulation of Esr1 and Ar serve to amplify estrogen and androgen signaling respectively, and in the intact gland there would be further potential for signal amplification, with local conversion of testosterone not only via Srd5a1 to the more potent androgen DHT, but also via aromatization to E2.

It is important to note that the intracellular concentration of E2 within the urogenital sinus during development is still unknown. The dose of E2 that reaches ER in male mouse UGS mesenchyme cells would depend not only on E2 uptake from the blood but also on local aromatization of testosterone to E2. Because of this issue, we administered E2 over a wide dose range, but also ensured that the opportunity for aromatization was controlled by the use of DHT rather than testosterone in the culture medium. Total testosterone circulates in the range of 5–8 nM in the male rat and mouse fetus during prostate differentiation [11], [32]. Because there is no high-affinity testosterone binding protein in the blood at this time, and testosterone is only weakly bound to albumin, the result is that the percentage of total testosterone in blood that is bioactive is high, particularly compared to E2, which binds to the high-affinity plasma protein alphafetoprotein. Serum testosterone thus provides a substantial pool from which intracellular E2 can be formed by aromatization in fetal prostate mesenchyme cells [32], [49]. Arase and colleagues [50] have measured E2 concentrations in fetal male mouse UGS tissue at GD17 and postnatal day (PD) 1, which approximated 10 and 25 pg/g, respectively. These concentrations are consistent with the low doses of E2 that we administered in this study, although again we do not know how much of this E2 reaches ER (the actual dose at target). Future work should address the dynamics of estrogen concentration and receptor activation both *in vitro* and *in vivo*.

The up-regulation of Pgr by all doses of E2 administered here to UGS mesenchyme cells is in general agreement with Risbridger et al., who reported up-regulation of progesterone receptors (PR) in the adult mouse prostate after estrogen treatment [51], and with data from Nishino et al. that showed enhancement of progesterone's proliferative effects on the adult rat prostate after co-treatment with E2 or DHT [52]. 

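At 100 nM E2, Pgr, the progesterone receptor, rose from 5.57 ± 1.15 units (SD, n = 3) in control to 26.2 ± 7.45 units (SD, n = 3), at least 2.62-fold against 10 units. The fitted log2 difference was 2.22 (SE 0.41, adjusted p = 0.0201 from limma). Without E2 replicate 1 the adjusted p was 0.118 and without E2 replicate 3 it was 0.221, so the call did not hold without either array. The lower doses were not analysed here.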

The presence of PR may be more relevant during fetal life, when progesterone levels are higher, than in adulthood when progesterone levels are low. The issue of fetal responsiveness to progestins is complex in that there is evidence that progestins can have anti-androgenic influences on sexual differentiation, through inhibition of 5α-reductase [53], [54]. Up-regulation of Pgr is thus a potential mechanism for disruptive effects of estrogens on male accessory reproductive organ development, but its impact will require further study.

Neonatal estrogen treatment is known to affect the expression of several genes critical to prostate development. Notable examples are Hoxb13, Nkx3.1, Shh, Fgf10 and Bmp4 [55]. Some of the genes that responded to E2 treatment in our cells agree with the findings of others (Hoxb13, Bmp4), but several of the “candidate” genes were not affected at the doses we examined. 

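Hoxb13, a homeobox gene of the posterior urogenital sinus, had a mean of 3.17 ± 3.19 units (SD, n = 3) in control and 7.72 ± 0.980 units (SD, n = 3) in 100 nM E2, under 10 units in both, and was not tested over all probe sets. Without that filter its unadjusted p was 0.059 in limma. Fgf10, a mesenchymal growth factor for the buds, had means of 11.6 ± 3.13 and 9.02 ± 3.95 units (log2 difference -0.41, SE 0.50, ratio to 10 units 1.16, adjusted p = 0.895 from limma, n = 3 each). Shh, the hedgehog ligand of the epithelium, was below 10 units in both groups, at 1.48 and 1.80 units. Of 21 measured regulators of prostate development 2, Fst and Bmp4, fell, none rose and 19 did not pass, with the same counts when adjusted over the list alone, and the list did not pass as a set by camera (adjusted p = 0.984).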

There may be several reasons for this, but two are critical. First, we deliberately cultured only the mesenchyme cells, to specifically examine effects of E2 on gene expression in the cells that initiate early prostate differentiation. Without the two-way communication that occurs between epithelial and mesenchymal cells in the developing prostate the full range of gene expression will not be seen [1], [56], [57]. For example, Nkx3.1 is expressed only in epithelial cells in regions of ductal growth, although its expression is dependent on the presence of UGS mesenchyme [58]. Similarly, Ptc and Gli, components of the Shh signaling pathway that are important for directing ductal growth, are expressed in the mesenchyme but are regulated by Shh signaling from the epithelium [59]. Additionally, in studies performed *in vivo*, other factors provided via blood circulation (known or unknown), as well as shifts in hormone levels that occur during late fetal life, parturition and early postnatal life [32], [59], will influence gene expression. Consequently, studies performed in whole tissues of intact animals are bound to yield different and more complex results.

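In these mesenchymal cells Ptch1, the hedgehog receptor, had a mean of 14.9 ± 1.76 units (SD, n = 3) in control and 19.7 ± 2.75 units (SD, n = 3) in 100 nM E2, a log2 difference of 0.40 (SE 0.30, adjusted p = 0.801 from limma). The transcription factors Gli2 and Gli3 had means of 66.4 and 22.1 units in control and of 57.0 and 19.3 units in E2, with differences of -0.23 (SE 0.23) and -0.26 (SE 0.31), and did not pass. Gli1, a target of the pathway, was below 10 units in both groups, at 1.31 and 2.03 units. By camera, the 8 measured hedgehog genes had an adjusted p of 0.772.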

Developmental estrogen exposure has the potential to acutely stimulate abnormal growth and induction of hyperplasia in the developing prostate [12], and this clearly establishes the potential for abnormal function in later life and a predisposition toward adult prostate disease [28]. The growth of fetal prostate epithelial cells and duct formation are driven by signals from the UGS mesenchyme [9], and our results suggest that the developmental effects of estrogens or xenoestrogens on UGS differentiation may be mediated initially by enhanced mesenchymal cell responsiveness to sex steroid hormones through up-regulation of steroid hormone receptor concentrations, with subsequent effects on other genes that differed based on the dose of E2. The differing patterns of gene expression at low and high E2 concentrations and the presence of non-monotonic responses of some genes to the wide (10,000-fold) range of E2 concentrations studied are consistent with non-monotonic dose effects on prostate development *in vivo* [11], [12], [13].

## Supporting Information

Article S1 **Previously published article** [**19**] **that included qPCR data from validation tests for microarray experiments.** The data presented (Figure 5, page 89) show effects of 100 nM estradiol on expression of seven genes, and effects of 1000 nM bisphenol A on the same seven genes. Microarray data are not included.
(PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

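The re-analysis covered the 6 Affymetrix mouse 430A arrays of the high-dose experiment, 3 of control cells treated with 0.05% ethanol and 3 of cells treated with 100 nM E2 for 4 days, all in medium with 690 pM DHT. Samples were assigned to groups and replicate numbers from their labels and the paper. The low-dose experiment and the qPCR were not analysed here.

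The authors scanned the arrays and made the deposited intensity values, 1 linear signal per probe set and array, with Affymetrix GeneChip Operating Software and Gene Expression Console. The versions, the signal algorithm, the background correction and the scaling are not given in the sources used here, and neither is the test behind the paper's P values for these arrays. The column medians ran from 13.7 to 21.8 units and the trimmed means from 39.0 to 68.9 units, so the deposited values were not scaled to a common median or trimmed mean over all probe sets. Since the ratio of 1.59 was above the limit of 1.2 set before the data were examined, each array was centered on its median. The median log2 difference of the probe sets tested was -0.04 after centering and 0.02 as deposited. The ratio of 3′ to 5′ signal was 0.825 to 0.942 for Gapdh and 0.979 to 1.08 for actin.

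The analysis ran in R 4.3.3 with limma 3.58.1. Probe sets with a mean of at least 10 units in control or in E2, by the values as deposited, were kept, 14223 of 22690, after 64 control probe sets were left out. The log2 values were fitted with lmFit and eBayes with a variance trend, E2 minus control, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper's thresholds of a 1.5-fold change and an unadjusted P of 0.05 were applied to the same fit. Symbols came from the platform's annotation, updated by gene identifier: 20393 probe sets of the 21084 annotated had 1 symbol and 691 several, and 1555 array probe sets were not listed. Probe sets with several symbols or none were tested and not named. A gene was given by its probe set with the highest mean log2 value. No genome build is named for the arrays, so no coordinates are given.

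The genes named are those of the paper's text, Tables 2 and 3, Figure 4B and Figure 6, whose values in those tables had been seen, the 10 genes with the largest rise and the 10 with the largest fall among those with an adjusted p under 0.05, groups that did not overlap and a higher mean of at least 100 units, and in each gene list up to 4 genes with the smallest p and any past the threshold. This rule, the 33 gene lists, the tests and the alternatives were fixed before the data were examined. Some of the lists hold genes of Tables 2 and 3, which the paper picked on these arrays. The lists were tested as sets with camera at a preset correlation of 0.01 on 1 probe set per gene, for 8257 genes, with Benjamini-Hochberg adjustment over the lists. Of the lists past the threshold, none held with a correlation estimated for each list or with the rotation test fry for movement in one direction. Where a count is given as adjusted over the list alone, only the p-values of its measured genes were adjusted together. A gene of the lists below 10 units in both groups, by the values as deposited, was not tested.

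The alternatives were quantile normalization, the values as deposited, a floor of 10 units, log2(value + 16), no filter, a filter at 100 units, eBayes without trend, an ordinary linear model without moderation, limma on the linear values, the replicate number as a block, array weights, each array left out in turn, and for the lists the mean of a gene's probe sets, an estimated correlation and fry. Leaving out control replicate 3 and E2 replicate 2 together, a fit on the linear values as deposited without moderation, and fry for change in either direction were added after the data were seen. Arrays carry no read depth, and their number limits the precision.

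The fit was tested on simulated data with the means and spread of these arrays, with 194 of 13776 probe sets changed. At a true log2 difference of 0.585 it recovered 6.15% of them, at 1 40.3% and at 2 79.0%, and 4 of its 84 calls were false. A simulated list shifted by 0.3 was found, and 0 other lists were called by camera in that simulation. This is no test of camera under the correlations estimated for the lists that passed, 0.11 to 0.73.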

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

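The tests of the macrophage markers for one common shift and of all markers in the same way were chosen only after the result was seen. Of the 10 genes with the largest rise and the 10 with the largest fall, 9 are not discussed in the paper and differed between the groups in all 3 E2 arrays. Dio2 was higher by a log2 difference of 2.79, Lpl by 2.47, Htra1 by 1.31 and Gdf10 by 1.04. Lower were Lbp with -0.92, Limch1, an actomyosin regulator, with -0.89, Gsta4 with -0.84, Cdc42ep3, an effector of Cdc42, with -0.83, and Tnfaip2 with -0.82. Each was called by limma at an adjusted p of 0.0228 or less by its brightest probe set. A second probe set did not pass for Limch1 (-0.59, adjusted p = 0.329), Cdc42ep3 (-0.70, 0.142) and Tnfaip2 (-0.49, 0.295). The other probe sets of Dio2, Lpl and Htra1 were called as well. The 5 lower genes and Gdf10 were not called with the values as deposited, where the adjusted p was 1 for the 5 and 0.275 for Gdf10. With 1 array left out the call of Gsta4 and of Cdc42ep3 ended without E2 replicate 1 or any of the 3 control replicates, that of Tnfaip2 without E2 replicate 3 or any of the 3 control replicates, and that of Limch1 without E2 replicate 1 or control replicates 1 or 3, while Dio2, Lpl, Htra1, Gdf10 and Lbp were called in each of those 6 fits. Every split of the 6 arrays into 3 and 3 was refitted, and 10 splits are too few for a share under 0.05. The real split gave 106 probe sets at an adjusted p under 0.05 and the highest other split 1, and at the paper's thresholds they gave 560 and 378.

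Besides the glycolysis list, the list of hypoxia response genes outside glucose metabolism passed camera in the upward direction at 100 nM E2, with no gene of either list called. The median log2 difference of the 18 measured hypoxia genes was 0.28, 16 of 18 were positive, and the set had an adjusted p of 5.53e-07 by camera, an adjusted p = 0.628 with an estimated correlation and one of 0.256 by fry, so that the shift holds only under the preset correlation. Limma called 0 of them, 5 were higher at an unadjusted p under 0.05, and adjusted over the list alone 2 rose, Plod2 and Bnip3. A bias of the arrays that depends on signal is argued against by 10000 random lists matched on mean signal, among which the hypoxia median was at percentile 100, and a shift carried by 1 array by the lowest median with 1 array left out, 0.20. Open and untested stay an effect of E2 itself and a difference in oxygen, cell density or medium between the dishes, since each dish had only 1 treatment. The differences in the hypoxia list, if real, may therefore be a response to E2 or to the state of the cultures.

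All 19 measured macrophage and leukocyte markers had negative differences with E2, although none was called. The list passed camera only at the preset correlation, with an adjusted p = 0.874 with an estimated correlation, 0.472 by fry and 0.381 with a filter at 100 units. A fall carried by 1 array is argued against, since the median nearest to 0 with 1 array left out was -0.33, but the mean score of control replicate 1, -0.14, lay among those of the E2 arrays, -0.34, -0.25 and -0.11. One common shift of all markers, as fewer macrophages in the E2 dishes would give, was not excluded: the 4 markers with a mean of 50 units or more, with differences of -0.15 to -0.47, gave a heterogeneity p of 0.731 (limma estimates), and all 19 gave 0.501 around a shift of -0.43. Lyz2, the most abundant, had means of 470 and 371 units. A smaller number of macrophages among the mesenchymal cells is a candidate explanation, and lower expression of these genes in each such cell was not tested and stays open.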

How the results depend on the processing

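Tests on the pair of arrays with high 18S ribosomal RNA signal, on the linear values as deposited without moderation and with fry for change in either direction were chosen only after the result was seen. All 39 named genes called by limma kept their sign in every setting in which genes were followed. Without moderation 38 lost the call and without a variance trend 33 did. Sprr1a alone kept it in all of these, though no probe set was called on the linear values as deposited without moderation. Of the 124 named genes not called, 16 were called in some setting (Akr1c14, Btbd3, C1qb, Col6a1, Egfl6, Frzb, Gadd45g, Greb1, Icam1, Ldha, Pfkl, Plod2, Ptn, Slc16a3, Steap4 and Sult1e1) and 10 changed sign without a call. The 70 higher and 36 lower probe sets at an adjusted p under 0.05 became 112 and 70 with array weights, 39 and 7 as deposited, 15 and 1 without a variance trend, 3 and 0 without moderation, and 0 and 0 on the linear values as deposited without moderation, where 183 and 80 passed the paper's thresholds. A filter at 100 units left 41 higher, from fewer probe sets tested. The main calls shared 42 of the 46 made as deposited, all 106 of the 182 made with array weights, and 62 of the 75 made at 100 units. With 1 array left out they ranged from 37 to 75 higher and from 11 to 31 lower. At the paper's thresholds, 293 higher and 267 lower became 119 and 79 with log2(value + 16), 48 and 46 at 100 units, and 495 and 409 without a filter. As deposited 145 were lower, and with 1 array left out 261 to 339 were higher and 237 to 434 lower, the most without E2 replicate 3. Of the genes of Tables 2 and 3, 23 were called, 14 as deposited, 4 without a variance trend, 13 at 100 units, 1 without moderation, and 19 to 21 with 1 array left out. Apart from the construction of the filter, the cause of these changes was not tested.

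Of the 33 gene lists 5 passed camera, 0 with an estimated correlation, 0 by fry for one direction, 21 by fry for either direction, 3 at 100 units, 3 without both arrays of high 18S signal, and 4 to 8 with 1 array left out, the most without control replicate 2. Interferon genes were higher on E2 replicate 2 alone: without E2 replicate 3 the list had an adjusted p of 9.62e-10, without E2 replicate 2 the set turned downward with an adjusted p of 0.163, and without both high-18S arrays with 0.0959. The settings on linear values and without moderation give no list test. Replicate numbers were not taken to pair the samples, since deviations from the group means correlated at 0.125, -0.141 and -0.166 for equal numbers. They correlated at 0.230 for control replicate 3 and E2 replicate 2 and at 0.164 for control replicate 2 and E2 replicate 3. The other unequal numbers gave -0.134 to 0.0255. A block pairing control replicates 1, 2 and 3 with E2 replicates 1, 3 and 2 was not fitted, and its effect was not tested. With the replicate number as a block, 61 were higher and 27 lower at an adjusted p under 0.05, 275 and 259 passed the paper's thresholds, and 5 lists passed; it ended the calls of Alcam, Krt18, Mgp and Penk among the named genes. Without both high-18S arrays, 82 were higher and 28 lower, and 418 and 316 passed the paper's thresholds. Signal near background limits the rest: 10 calls had a group mean under 10 units.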

Differences from the paper's values

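The fit on the linear values as deposited without moderation was chosen only after the result was seen. The paper reports 181 genes activated and 86 repressed at 1.5-fold and P≤0.05, against 293 higher and 267 lower probe sets here, by a test that the paper's text does not name. Of the alternatives set before the data were examined, the higher count lay within 1.5 times the paper's with a floor of 10 units (269), without moderation (230), without E2 replicate 1 (266), without E2 replicate 3 (261) and counted as gene symbols (238), and not with the others. The lower count did so only with log2(value + 16), at 79, and not with the others. The fit on linear values as deposited without moderation, chosen after seeing the values, gave 183 and 80, and left out 2 of the 28 rows of Table 2 that could be matched to a probe set and 4 of the 28 measured genes of Table 3.

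For Fbxo32 the paper's log2 value at 100 nM in Table 3 is 1.57, against 0.44 here by the brightest probe set and 1.64 by another, whose control mean was under 10 units (ratio of the E2 mean to 10 units 1.05). For Zbtb14, listed as Zfp161, the paper's value is 0.74, against -0.40 here by the brightest probe set and 0.73 and 0.69 by 2 others, the last with a control mean under 10 units (ratio 1.37). None of the alternatives set before the data were examined brought the brightest probe set of either gene to the paper's value.

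The ratios of Table 2 lay within 2% of the ratio of arithmetic means of the deposited values in 27 of the 28 rows matched, and in 3 of 28 after centering. The row outside was Cyp7b1, with 2.42 in the paper against 3.37 by the probe set matched and 2.42 by the gene's other probe set. The paper calls every gene of Tables 2 and 3 changed at P≤0.05, and 12 of them were not past its thresholds here by the probe set matched in Table 2 or the brightest one in Table 3. The unadjusted p from limma is in parentheses. For Table 2, Gjb2 (0.0638) passed without control replicate 3 and without E2 replicate 3, Krt14 (0.151) without a variance trend, and Hsd17b6 (0.00593) without the filter. Wnt7b (0.11) and a dimmer probe set of Xiap (0.109) passed without a variance trend and on linear values, and Il17rb (0.0829) in these settings and without moderation. For Table 3, Cyb561 (0.0888) passed without a variance trend, on linear values, with array weights and without E2 replicate 2. Gda (0.0536) passed with quantile normalization, a floor of 10 units, array weights, without a variance trend, without moderation and on linear values, and the brightest probe set of Dpep1 (0.0604) without control replicate 1. The other probe set of Dpep1 was past the paper's thresholds in limma, with a log2 difference of -0.71 and an unadjusted p of 0.00349, against -0.67 in the paper. In the setting chosen after seeing the values, which drops 2 of 28 rows and 4 of 28 genes of the tables, Gjb2, Krt14, Wnt7b, Il17rb, Xiap, Cyb561, Gda and Cd80 (0.161) passed as well. Fbxo32 (0.267) and Zbtb14 (0.178) passed in none. The paper states that it saw no effect of estrogen on Vegf, without a dose, and at 100 nM here the dimmer Vegfa probe set was past its thresholds with a log2 difference of 0.97 and an unadjusted p of 0.00414, while the brighter one, at 0.40, Vegfb and Vegfc were not.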

Other observations

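The test on the scale of Table 3 was chosen only after the result was seen. The gene lists not described with the paper's conclusions held few called genes. S100a4, a calcium-binding protein of motile fibroblasts, rose from 99.9 ± 19.9 units (SD, n = 3) to 201 ± 30.8 units (SD, n = 3) with E2 (log2 difference 1.01, SE 0.17, adjusted p = 0.0105 from limma) and was the 1 of 18 measured fibroblast markers to rise, with 17 not past the threshold and the same counts when adjusted over the list alone. It was not called as deposited (0.446), without E2 replicate 1 (0.0818) or without control replicate 2 (0.0609). Of 29 actin cytoskeleton genes 1 fell, Pdlim3, and limma called 0 of 28 oxidative phosphorylation genes, 0 of 19 sterol biosynthesis genes, 0 of 15 smooth muscle markers, 0 of 6 endothelial markers, 0 of 7 neural crest and glial markers, 0 of 3 skeletal muscle markers, 0 of 19 acute stress genes and 0 of 12 housekeeping genes. At an unadjusted p under 0.05 were 1, 1, 2, 1, 3, 0, 0 and 0 of them. Adjusted over the list alone, Hspb7 of the smooth muscle markers rose, Pmp22 of the glial markers fell, and none passed in the others of these 8 lists. As sets, by camera, the adjusted p was 0.102 for oxidative phosphorylation, 0.187 for actin cytoskeleton, 0.552 for smooth muscle and for fibroblast markers, 0.772 for sterol biosynthesis and 0.984 for the other lists. Oxidative phosphorylation passed without the filter (0.0472) and without E2 replicate 3 (0.0463), and the actin list without control replicate 2 (0.0338). On all 6 arrays each of these 2 lists had an adjusted p of 0.989 by camera with an estimated correlation. By fry the adjusted p was 0.7765 for oxidative phosphorylation and 0.614 for the actin list.

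Of 20 measured interferon response genes 18 had positive differences, limma called 0, 1 had an unadjusted p under 0.05, and the set was higher by camera with an adjusted p of 0.00382, and an adjusted p = 0.989 with an estimated correlation. The mean score was 1.35 on E2 replicate 2 and -0.19 and -0.51 on the other E2 arrays, against -0.36 to -0.01 on the control arrays. Without E2 replicate 2 the median difference was -0.12.

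The low-dose columns of Table 3 may be values standardized for each gene over 9 arrays and not log2 folds. Standardized values cannot give more than 8 for 3 times the sum of squares of the 3 group values around their mean, and over the 29 genes it ran from 5.84 to 7.72, with 0 above 8. Of the 29 genes 4 lay below 6.28, the lowest value that a P of 0.01 in the low-dose test would allow, and all lay above 5.05, the bound for the table's own P of 0.05. No gene decides between the readings, since log2 folds can also lie in this range and the low-dose arrays were not analysed here.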
